A study of Mus musculus with 20 samples. Its data were reported in "Repeated Administration of 2-Hydroxypropyl-β-Cyclodextrin (HPβCD) Attenuates the Chronic Inflammatory Response to Experimental Stroke" (2022).

How the data were processed

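Bulk RNA sequencing measured polyadenylated RNA in brain tissue of aged (18 months) C57BL/6J wild-type mice, collected 7 weeks after a stroke. The libraries fall into 4 groups of 5, made of 2 regions (the peri-infarct tissue and the corresponding contralateral tissue) and 2 treatments (vehicle and HPBCD). Group and replicate number were taken from the sample titles.

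The authors prepared stranded mRNA libraries, sequenced them as read pairs, trimmed the reads with Trimmomatic, aligned them to the GRCm38 mouse genome with STAR and counted read pairs per Ensembl gene with htseq-count. The deposited values are these raw counts, 1 table per library, with no normalization. The annotation release and the strand option of the counting were not stated, so counts of genes that overlap another gene on the opposite strand are treated as uncertain. The tables list 46078 genes, of which 45143 (97.97%) were found in the GENCODE M21 annotation of GRCm38, and these held 99.933% of the gene counts. Symbols and coordinates come from that annotation. The last 5 lines of each table, which name no gene, were left out of library sizes and tests. Among all read pairs of a table, the share without a feature was 4.39% to 9.5%, the share that was ambiguous was 3.94% to 8.03%, and the share not aligned uniquely was 16.58% to 24.3%. No pair of tables held identical counts.

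Gene counts per library were 14445021 to 22171627 (median 19008532). A count of 3, taken as the floor, corresponded to 0.135 to 0.208 CPM (counts scaled to a fixed library total). Floors cover counting error alone, since the read pairs carry no molecular identifiers.

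Differences were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on the deposited counts, with TMM factors and the filterByExpr filter, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each comparison of 2 groups used its 10 libraries, and the region by treatment interaction used all 20. The standard error (SE) of a log2 fold change was its size divided by the square root of F. CPM values are TMM-scaled over the 20 libraries. The 30 gene sets (markers of cell types and brain regions, pathways and 3 families taken by symbol) were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over all sets and 5 comparisons, for sets with at least 4 members past the filter. The set score of a library is the mean log2 CPM of the members minus the mean of the vehicle contralateral libraries. Fry and camera with an estimated correlation were run beside it. The comparisons, tests, sets, lists and alternatives were fixed before the data were examined. The 16 sets followed by name under the alternatives, and the count of listed genes called against the listed direction, were chosen after values were seen. The 4 lists of genes named by the study were tested for direction; 2 of them had been chosen by the study on these same samples.

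Named genes were, for each comparison, the 3 that rose most and the 3 that fell most among those with an adjusted p-value under 0.05, a mean of at least 5 CPM and no overlap between the replicates of the groups compared. Genes of the sets and lists were also open to naming. The genes behind 1 small count of the interaction are not reported here.

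Libraries of the 2 regions with the same number in a treatment share an identifier in their deposited names, taken here as the animal, so the numbers pair the regions. The deviations of same-number libraries from their group means correlated across genes with a mean r of 0.088 over the 10 pairs, and 4 of the 10 pairs were over 0.1. Same-number peri-infarct libraries of different treatments had a mean r of 0.115, so the correlation by itself does not show the pairing, which rests on the identifier. The replicate block changed the counts of the paired region comparisons to 3053 genes in vehicle and 8860 genes in HPBCD. Between treatments the animals differ, and the number is a name only.

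The alternatives were DESeq2 1.42.0, limma voom with sample quality weights, other scaling factors (RLE and upper quartile), no filter on low counts, at least 10 counts in every sample, counts thinned to the smallest library, a replicate block, all 4 groups in 1 fit, a minimum change of 2-fold, and leaving out each library in turn. GC content and gene length were checked by removing a loess trend (span 0.3) from each library, in the block fit for the region comparisons. Single scores were compared by exact permutation tests, two-sided, over all splits of 10 libraries into 5 and 5.

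The tests were run on simulated data first, with counts drawn from the means, library sizes and edgeR dispersions of the real samples and 200 genes changed by 2-fold. In a comparison of 5 with 5 libraries, edgeR called 71.5% of the changed genes and 4.7% of its calls were false, over 16038 genes. For limma voom 4.1% of the calls were false. For DESeq2, 80.5% of the changed genes were called and 19.5% of the calls were false, over 16223 genes. This was a single draw with 200 changed genes, where edgeR called 3471 in the real comparison. The share of false calls depends on how many genes change, so it is not known for the real DESeq2 counts. Those counts are not a like-for-like yardstick here. This simulation used dispersions estimated by edgeR, which could favour edgeR. For the interaction, 49% of the changed genes were called over 16569 genes.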

Results

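RNA sequencing was performed on brain tissue of aged wild-type mice 7 weeks after DH stroke, a model that combines occlusion of the distal middle cerebral artery with hypoxia. From 1 week after stroke, mice received vehicle or 4 g/kg hydroxypropyl-β-cyclodextrin (HPBCD), a cyclic sugar that binds cholesterol, 3 times per week for 6 weeks. Peri-infarct tissue and the corresponding contralateral tissue were each represented by 5 libraries per treatment, 20 in all. Mean gene counts per library were 19362668 ± 970152 in vehicle peri-infarct, 18983586 ± 1160329 in vehicle contralateral, 19391983 ± 1732598 in HPBCD peri-infarct and 17928965 ± 3082442 in HPBCD contralateral libraries (SD, n = 5 each). Single libraries had 14445021 to 22171627 gene counts, at which a count of 3 corresponds to 0.135 to 0.208 CPM.

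Tissue beside the infarct was set against the opposite hemisphere in mice given vehicle. Of 15801 genes tested with edgeR, 3195 differed at an adjusted p-value under 0.05, 1662 higher and 1533 lower in the peri-infarct region. Of these, 793 changed at least 2-fold, 678 higher and 115 lower. Among all 15801 genes, called or not, the replicates of the groups did not overlap for 2173, where chance gives 0.79% of genes. The count of 3195 moved most when a 2-fold minimum was added, and among the other tests it was highest with limma voom, which called 5065 genes. It was 2000 without vehicle contralateral replicate 5 and 2038 without vehicle peri-infarct replicate 4.

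Among called genes with a mean of at least 5 CPM and no overlap between the replicates, the complement gene C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136, minus strand, GRCm38) rose most. It went from 0.758 ± 0.816 CPM in contralateral to 85 ± 72.8 CPM in peri-infarct libraries (SD, n = 5 each), a log2 fold change of 6.83 (SE 0.92, edgeR adjusted p = 0.00174). A2m (chromosome 6, 121635376 to 121679227) rose by 6.4 and Lcn2 (chromosome 2, 32384633 to 32388252) by 6.24 on the log2 scale, with edgeR adjusted p-values of 0.00147 and 0.00564. The Lcn2 change did not pass the threshold with limma voom (adjusted p = 0.0867). Among the genes that fell, Pvalb, which encodes the parvalbumin of fast-spiking interneurons (ENSMUSG00000005716, chromosome 15, 78191114 to 78206400, minus strand), went from 101 ± 35.4 to 21.3 ± 9.82 CPM (SD, n = 5 each), a log2 fold change of -2.26 (SE 0.34, edgeR adjusted p = 0.00235). Kcnab3 (chromosome 11, 69326258 to 69333042) had a log2 fold change of -2.27 and Syt2 (chromosome 1, 134646677 to 134762593) of -2.07. Exons of Kcnab3 overlap another gene on the opposite strand over 147 bp, so its counts are uncertain.

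Gene sets were then compared between the regions in vehicle-treated mice. Camera called 19 of 28 sets, 12 higher and 7 lower in the peri-infarct region. The reactive astrocyte set rose by 2.51 on the log2 scale, with 12 of 12 members higher (camera adjusted p = 2.31e-09). The set of lipid-laden or disease-associated microglia and macrophages rose by 2.43, with 13 of 13 members higher (camera adjusted p = 7.38e-08), and the complement set by 1.995 (camera adjusted p = 5.79e-06). Nuclear OXPHOS subunits had a mean log2 change of -0.34, with 84 of 86 members lower (camera adjusted p = 8.74e-24). Neurofilament genes had a mean log2 change of -1.02 (4 of 4 lower, camera adjusted p = 1.43e-05) and the pan-neuronal set of -0.28 (10 of 12 lower, camera adjusted p = 0.00118). Over all 5 comparisons camera called 82 of 142 tests. Of these, 55 were also called by fry, and 0 were called by camera with an estimated correlation, under which 11 tests had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 0.381. The set calls therefore depend on the preset correlation of 0.01.

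In HPBCD-treated mice the same comparison gave 8764 of 16047 genes, 4859 higher and 3905 lower in the peri-infarct region. Of these, 3240 changed at least 2-fold, and among all 16047 genes the replicates did not overlap for 6792 (0.79% by chance). Ccdc153, a gene of ciliated cells (ENSMUSG00000070306, chromosome 9, 44240676 to 44247306), had 0 or 1 count in each HPBCD contralateral library and 23.5 ± 6.63 CPM in HPBCD peri-infarct libraries (SD, n = 5), at least 113-fold higher than the floor. C3 rose by 8.14 and A2m by 7.23 on the log2 scale, with edgeR adjusted p-values of 8.75e-07 and 2.95e-07. Kcnab3 had a log2 fold change of -3.32, Cdr1 of -3.15 and Pvalb of -2.99, with edgeR adjusted p-values of 1.01e-06, 0.00356 and 1.37e-06. The annotated exon of Cdr1 (chromosome X, 61184005 to 61185558) lies over its whole 1554 bp within a gene on the opposite strand, and 1 library, HPBCD contralateral replicate 4, had 127 CPM against 6.19 to 14.6 CPM in the other 4. Camera called 19 of 30 sets. The reactive astrocyte set rose by 3.94 (12 of 12 higher, camera adjusted p = 6.3e-09) and the ependyma set by 4.31 (5 of 5 higher, camera adjusted p = 0.000107), while the synaptic vesicle set had a mean log2 change of -0.99 (16 of 16 lower, camera adjusted p = 3.05e-06).

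**Figure D1:**
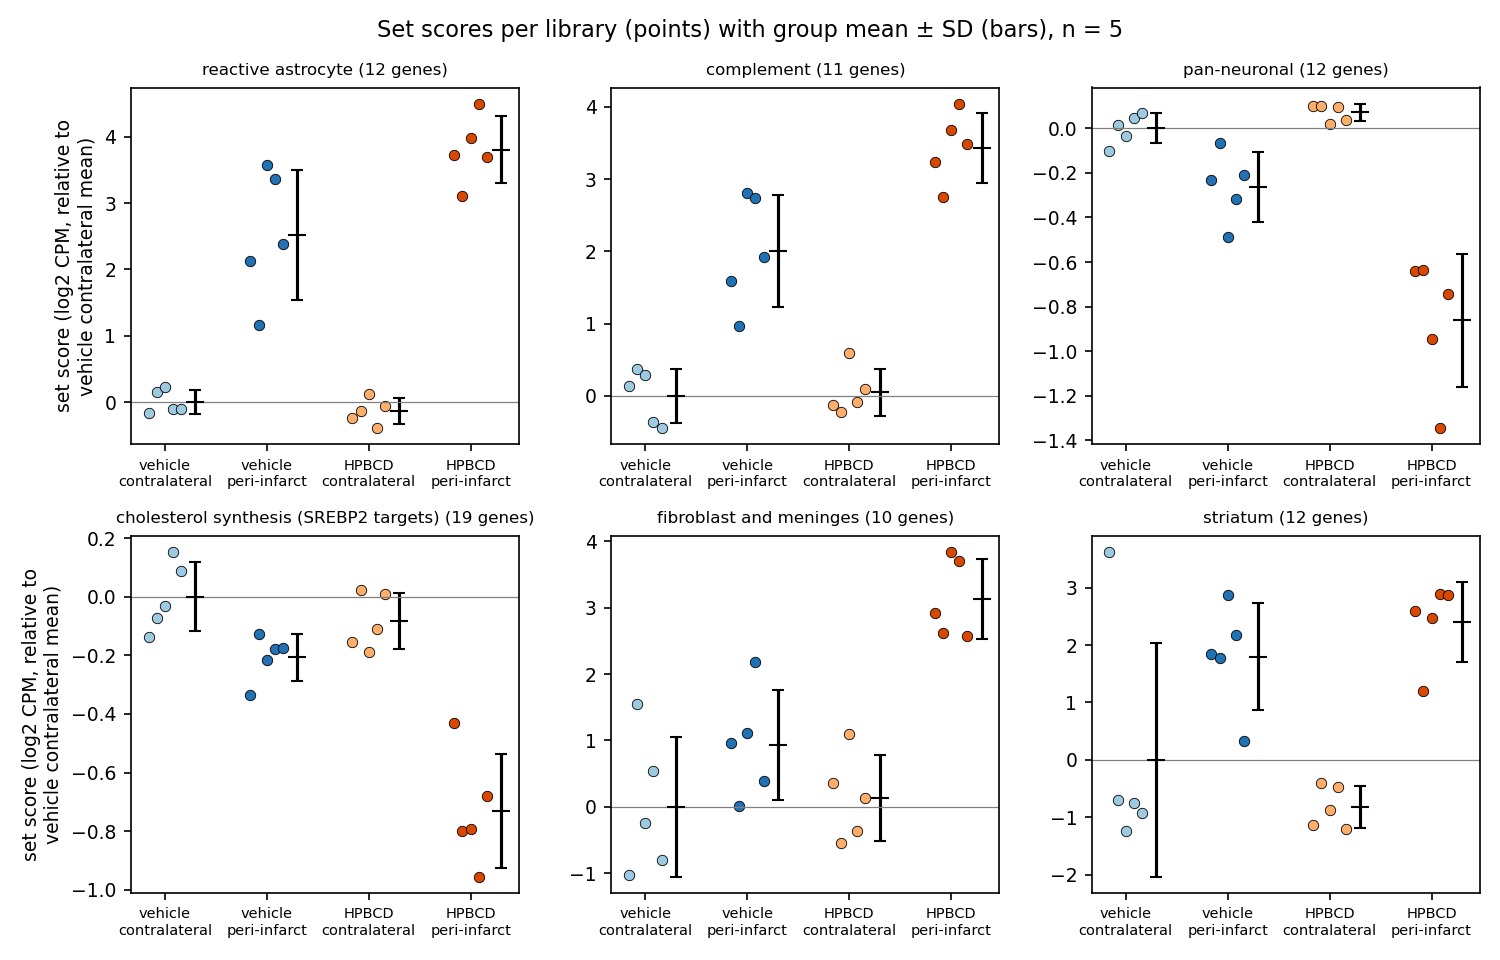
Set scores (mean log2 CPM of the members relative to the vehicle contralateral mean) of 6 gene sets in each of the 20 libraries, with points for libraries and bars for the group mean ± SD (n = 5). The reactive astrocyte scores of the 5 HPBCD peri-infarct libraries lie between 3.11 and 4.5 and those of the 5 vehicle peri-infarct libraries between 1.16 and 3.57, and the striatum score of vehicle contralateral replicate 1 is 3.62.

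The difference between regions was larger in HPBCD-treated than in vehicle-treated mice. Across 15570 genes tested in both, the 2 sets of log2 fold changes had a Pearson r of 0.84 and a Spearman rho of 0.795, with an orthogonal slope of 2.1 for HPBCD on vehicle. These values are across genes, which are not independent replicates. Of 2906 genes called in both treatments, 2905 changed in the same direction, and the exception was Trim30a. Its log2 fold change was 1.62 in vehicle-treated and -4.27 (SE 1.66) in HPBCD-treated mice (edgeR adjusted p = 0.01165 and 0.0444). It was among features, ribosomal RNA included, that had been picked because a single library departed from the rest. Together they took 4.48% of the gene counts in HPBCD contralateral replicate 4 and at most 0.178% in the others of that group. The reversal of Trim30a is therefore uncertain. A region by treatment interaction was called for 1577 of 16758 genes, 843 with a more positive and 734 with a more negative change in HPBCD-treated mice. Of the 1529 of them tested in both region comparisons, 1525 lay farther from 0 in HPBCD-treated mice. Trim30a, like Pparg, Npc1, Nrp1 and Vegfc among the listed genes, was named after its values were seen. Leaving out single libraries moved this count to between 529 genes, without vehicle peri-infarct replicate 2, and 3121 genes, without HPBCD peri-infarct replicate 2, and 12 of the 20 such fits moved it by more than 1.5 times.

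Of the genes named for the interaction, Cd109 (ENSMUSG00000046186, chromosome 9, 78615546 to 78716253) rose from 1.01 ± 0.735 to 7.71 ± 2.04 CPM in vehicle-treated mice and from 0.378 ± 0.25 to 23.6 ± 6.03 CPM in HPBCD-treated mice (SD, n = 5 each), an interaction of 3.03 on the log2 scale (SE 0.57, edgeR adjusted p = 0.0139). Lum (chromosome 10, 97565128 to 97572703) had an interaction of 2.93 (edgeR adjusted p = 0.0247), which lost significance without vehicle contralateral replicate 2 (adjusted p = 0.0588). That of Ccdc153 (edgeR adjusted p = 0.0209) rested on a group at the floor and did not pass the threshold with the replicate block (adjusted p = 0.0697), with limma voom (adjusted p = 0.0753) or without vehicle contralateral replicate 3 (adjusted p = 0.0704). Slc17a6 (chromosome 7, 51622006 to 51671119) had an interaction of -2.0, Igfn1 (chromosome 1, 135953578 to 136006342) of -1.91 and Plcxd2 (chromosome 16, 45959263 to 46010218) of -1.64, with edgeR adjusted p-values of 0.0139, 0.0324 and 0.0139. The Igfn1 interaction did not pass the threshold in 8 of the 20 fits that each left out 1 library, with an adjusted p-value of 0.0663 without vehicle peri-infarct replicate 2, nor with limma voom (adjusted p = 0.104).

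Among the sets, camera called 19 of 30 for the interaction, 12 higher and 7 lower, of which fry also called 12. The reactive astrocyte set had an interaction of 1.42 (12 of 12 members, camera adjusted p = 1.26e-05) and the synaptic vesicle set of -0.75 (16 of 16 members lower, camera adjusted p = 4.37e-09). The striatum set, at 1.43, did not pass the threshold without vehicle contralateral replicate 1, where it was at 0.52 (camera adjusted p = 0.125). Nor did it pass without vehicle peri-infarct replicate 5, where it was at 1.08 (camera adjusted p = 0.0829). Fry did not call this set (adjusted p = 0.253).

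**Figure D2:**
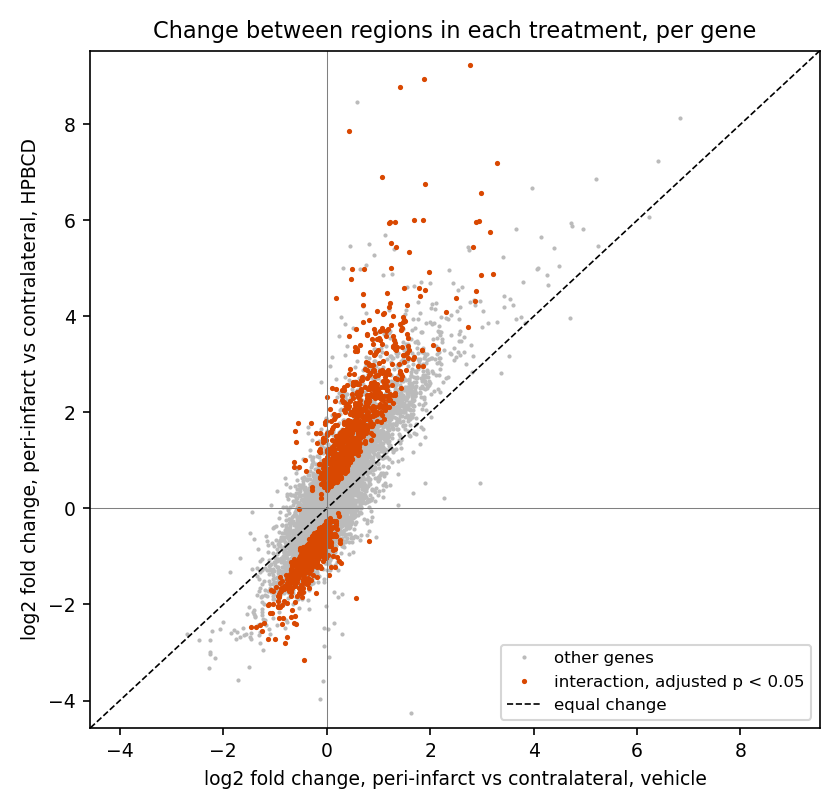
Log2 fold change between peri-infarct and contralateral tissue in vehicle (horizontal axis) and HPBCD (vertical axis) for each of 15570 genes, with genes called for the interaction in orange and the line of equal change dashed. The points follow a slope of 2.1, steeper than the dashed line.

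Between the treatments, peri-infarct libraries labelled HPBCD were set against those labelled vehicle. Of 16224 genes, 3471 differed, 2011 higher and 1460 lower in libraries labelled HPBCD. Of these, 841 changed at least 2-fold, 765 higher and 76 lower, and among all 16224 genes the replicates did not overlap for 2208 (0.79% by chance). The count of 3471 depended on single libraries, since it was 823 without HPBCD peri-infarct replicate 3 and 5339 without HPBCD peri-infarct replicate 2, and 7 of the 10 such fits moved it by more than 1.5 times. The ranking here covers called genes with a mean of at least 5 CPM and no overlap between the replicates. Among these, Cd5l (chromosome 3, 87357881 to 87371073), Nrk (chromosome X, 138914430 to 139010532) and Col3a1 (chromosome 1, 45311538 to 45349706) rose most, by 4.14, 3.45 and 2.83 on the log2 scale (edgeR adjusted p = 0.0148, 0.0162 and 0.0169). Col3a1 went from 9.62 ± 10.7 CPM in vehicle to 68.8 ± 38.2 CPM in HPBCD peri-infarct libraries (SD, n = 5 each), and it overlaps another gene on its strand over 141 bp. Slc17a6, which encodes a vesicular glutamate transporter (ENSMUSG00000030500), went from 14.1 ± 3.29 to 5.01 ± 2.23 CPM (SD, n = 5 each), a log2 fold change of -1.49 (SE 0.29, edgeR adjusted p = 0.0133). Cort (chromosome 4, 149125034 to 149126763) had a log2 fold change of -1.22 and Nwd2 (chromosome 5, 63649102 to 63810546) of -1.2, both with an edgeR adjusted p-value of 0.0128. Nwd2 overlaps a gene on the opposite strand over 1219 bp.

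**Figure D3:**
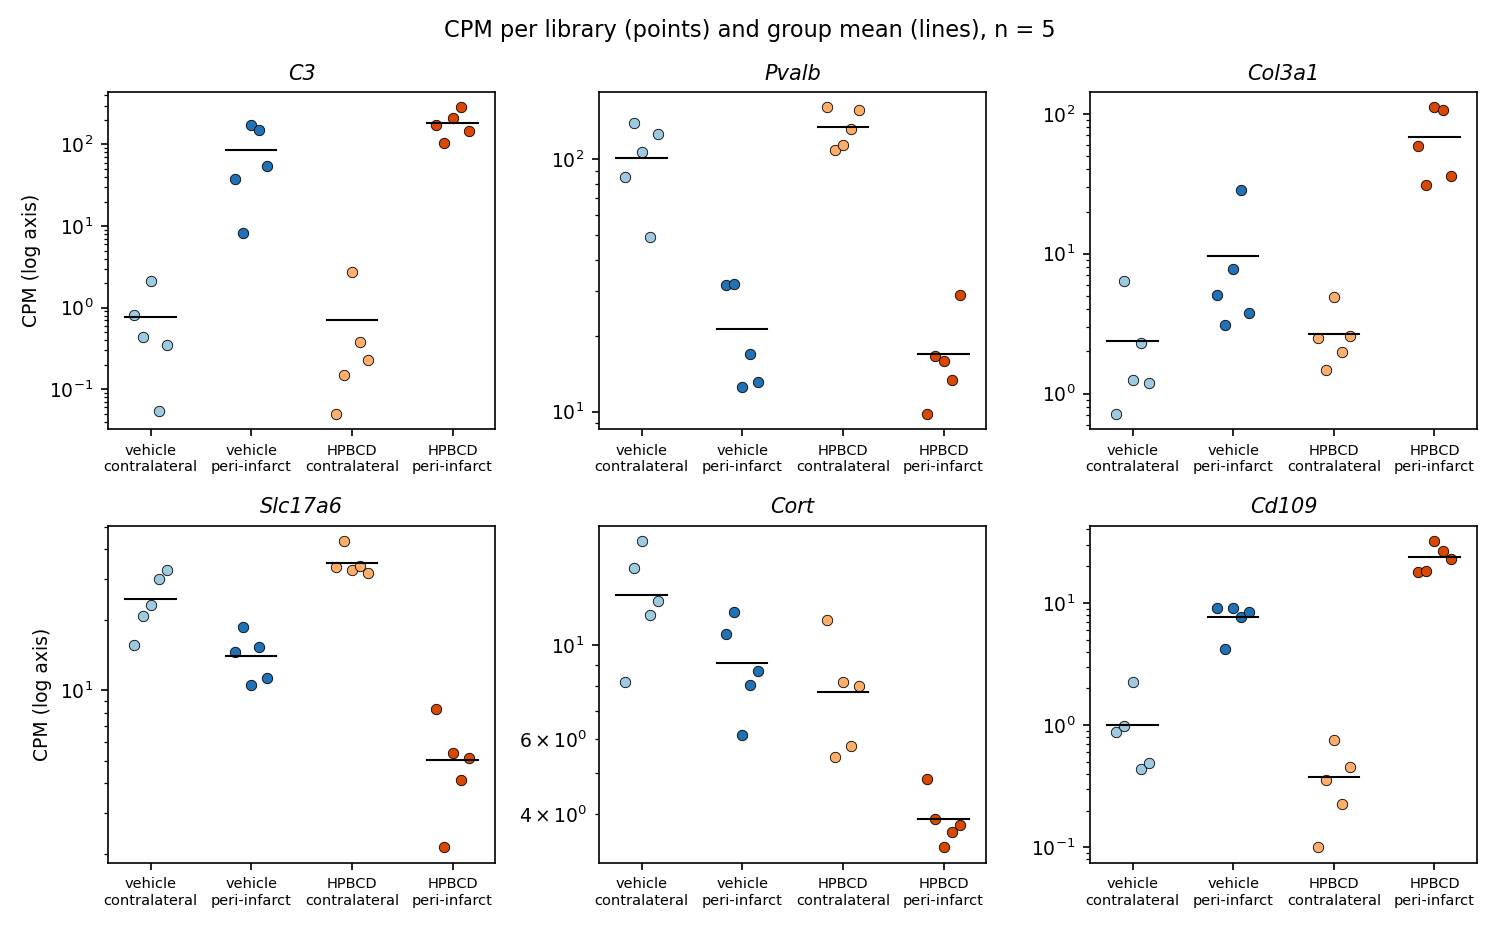
CPM on a log axis of 6 named genes in each of the 20 libraries, with points for libraries and lines for group means (n = 5). C3 is higher and Pvalb lower in both peri-infarct groups, and the 5 HPBCD peri-infarct libraries have the lowest mean Slc17a6, at 5.01 CPM.

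Gene sets differed in the same comparison of peri-infarct libraries. Camera called 19 of 29 sets, 12 higher and 7 lower in libraries labelled HPBCD, and fry also called 11 of them. Higher in HPBCD were the reactive astrocyte set, by 1.27 on the log2 scale (12 of 12 members, camera adjusted p = 0.00014), the complement set, by 1.43 (11 of 11, camera adjusted p = 3.73e-05), and the fibroblast and meninges set, by 2.2 (10 of 10, camera adjusted p = 1.01e-06). Lower in HPBCD were the pan-neuronal set, at -0.6 (12 of 12, camera adjusted p = 1.75e-06), the synaptic vesicle set, at -0.71 (16 of 16, camera adjusted p = 1.56e-07), and the cholesterol synthesis set, at -0.53 (19 of 19, camera adjusted p = 3.29e-09). Fry called each of these 6 sets. The T lymphocyte set, at 0.34 (6 of 9 members higher, camera adjusted p = 0.512), the B lymphocyte and plasma cell set, at 0.45 (4 of 7, camera adjusted p = 0.785), the astrocyte set, at 0.26 (7 of 11, camera adjusted p = 0.161), and the oligodendrocyte precursor set, at 0.2 (6 of 6, camera adjusted p = 0.242), were not called. In the B lymphocyte and plasma cell set, edgeR called 1 of 7 genes higher and 1 lower. Members of this set moved both ways, so its mean does not show that their transcripts were unchanged.

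Single genes of these sets differed in whether they passed the threshold over all genes. Called higher in HPBCD peri-infarct libraries were 6 of 12 reactive astrocyte genes, among them Vim (log2 fold change 1.30, SE 0.36, edgeR adjusted p = 0.0309) and Stat3 (0.58, SE 0.15, edgeR adjusted p = 0.0235), 5 of 7 genes of perivascular macrophages, among them Mrc1 (1.81, SE 0.41, edgeR adjusted p = 0.0171), 5 of 11 complement genes, 2 of 14 genes of lipid-laden or disease-associated microglia and macrophages, and 0 of 10 homeostatic microglia genes. Vim, Stat3 and Mrc1 were singled out after their values were seen. Gfap did not pass the threshold. It was 1669 ± 850 CPM in vehicle and 3429 ± 864 CPM in HPBCD peri-infarct libraries (SD, n = 5 each), with an edgeR adjusted p-value of 0.0552. Cd68 was 51.2 ± 28.8 and 96.8 ± 30.3 CPM (SD, n = 5 each), with an edgeR adjusted p-value of 0.0895.

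In the contralateral region, no gene differed between HPBCD and vehicle at an adjusted p-value under 0.05 among 15469 tested with edgeR. At an unadjusted p-value under 0.05 there were 1224 genes, where chance gives 773, and the smallest adjusted p-value was 0.236. Camera called 6 of 25 sets, of which fry also called 1, the neurofilament set, higher in HPBCD by 0.33 (4 of 4 members, camera adjusted p = 1.15e-05). Immediate early genes were lower in HPBCD, at -0.64 (10 of 10 members, camera adjusted p = 7.6e-08, fry adjusted p = 0.0915). The striatum set was lower at -0.86 (11 of 11 members, camera adjusted p = 0.00286), and without vehicle contralateral replicate 1 it was at -0.001 with a camera adjusted p-value of 0.962.

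The 4 lists of genes named by the study were followed in these libraries. Of the list from infarcts of young adult mice, which came from other libraries, 35 of 36 genes tested moved in the listed direction in vehicle peri-infarct tissue, 31 called over all genes and 33 adjusted over the list alone. In HPBCD-treated mice 41 of 42 moved so, all 41 called, and the remaining gene, Pparg, was called in the other direction (log2 fold change -1.36, edgeR adjusted p = 0.00125). Of the list from the peri-infarct region of aged mice, 33 of 33 moved in the listed direction in vehicle-treated mice, 30 called over all genes and 33 adjusted over the list alone, which is not independent evidence, since the study chose it on these samples. In HPBCD-treated mice 36 of 36 of its genes moved in the listed direction. Of the list for HPBCD in the peri-infarct region, also chosen on these samples, 0 of 32 genes tested moved in the listed direction. All 32 moved the other way in the libraries as labelled, 18 called over all genes and 29 adjusted over the list alone. This count of calls in the opposite direction was chosen after its values were seen. It fell to 4 without HPBCD peri-infarct replicate 3 and was 27 without vehicle peri-infarct replicate 3. In contralateral tissue 19 of 29 genes of this list moved in the listed direction, none called. Of the list for HPBCD in infarcts, from other libraries, 17 of 22 moved in the listed direction in peri-infarct tissue, 3 called over all genes (Npc1, Nrp1 and Vegfc, with log2 fold changes of 0.39, 0.71 and 0.68) and 0 adjusted over the list alone. For several lipid genes, Npc1 among them, the study reported the opposite direction in peri-infarct tissue. A rise of Npc1 thus goes with the infarct list and against the peri-infarct list. The count of 3 fell to 0 without vehicle peri-infarct replicate 2, HPBCD peri-infarct replicate 3 or HPBCD peri-infarct replicate 4, and was 9 without vehicle peri-infarct replicate 3. In contralateral tissue 11 of 20 did so, none called.

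Whether the HPBCD change opposed the stroke change was examined across genes. The log2 fold changes of peri-infarct against contralateral tissue in vehicle and of HPBCD against vehicle in peri-infarct tissue had a Spearman rho of 0.455 over 15640 genes. Among 3176 genes called in the first comparison, 14.6% had opposite signs in the second, and 24.9% without vehicle contralateral replicate 4. Both changes use the vehicle peri-infarct libraries with opposite sign. In 20 simulations of unchanged groups that shared these libraries, the mean rho was -0.462 (-0.475 to -0.454) and the share of opposite signs was 79.2%. With the vehicle peri-infarct libraries split between both changes, the median rho over 20 splits was 0.504 (0.297 to 0.62), and 15.5% of the genes had opposite signs.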

Values the study reported

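The study reported 3910 differentially expressed genes between the peri-infarct region and the equivalent contralateral region of aged mice, of which 2123 were upregulated. It reported 5385 differentially expressed genes between the peri-infarct regions of HPβCD-treated and vehicle-treated aged mice.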

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

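This part also quotes the comparisons, set tests and alternatives that were fixed before the data were examined. Tests of other library splits, GC content and gene length, and scores with another score as covariate were set before their results were seen. The remaining tests of this part were chosen only after the result they address was seen. Among the groups of 5 values (library measures, named genes and set scores), 23 had a highest or lowest library apart from the other 4 by Dixon's test at 0.71, where chance gives 10.6. The values of 1 library are not independent of each other, so several of these can have 1 cause.

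HPBCD contralateral replicate 4 stood apart in the share of read pairs without a feature, at 9.5% against 4.39% to 5.86% in the other 4, in the share of ambiguous read pairs, at 8.03% against 3.98% to 4.12%, and in Cdr1, at 127 CPM against 6.19 to 14.6 CPM. An annotated ribosomal RNA gene, CT010467.1 (chromosome 17, 39846353 to 39848827), which was chosen after its values were seen, took 3.33% of the gene counts in this library and at most 0.0644% in the other 4. Ribosomal RNA left in the library may therefore be 1 source of the difference. Whether it accounts for the Cdr1 value was not tested, and no biological explanation was tested.

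In vehicle contralateral replicate 1 the striatum score was 3.62, against -1.24 to -0.7 in the other 4. All 12 striatal markers were highest in this library among the 5, in line with striatal tissue in the dissected piece. A peri-infarct library in its place is argued against by its reactive astrocyte score of -0.17, which lies with the contralateral libraries. The markers were picked for the striatum before the data were examined. In this library the thalamus score was -0.032, the hippocampus score 0.098, the ependyma score 0.234 and the choroid plexus score 0.488. HPBCD peri-infarct replicate 2 had the lowest striatum score of its group, at 1.21 against 2.47 to 2.89. In HPBCD contralateral replicate 3 the choroid plexus score was 4.36 against -0.79 to -0.03. The causes of these last values, in HPBCD peri-infarct replicate 2 and HPBCD contralateral replicate 3, were not tested. No biological explanation was tested for any of the 3 libraries.

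Set scores stood apart in 3 further libraries by smaller amounts. The thalamus score of vehicle contralateral replicate 2 was 0.133 against -0.06 to -0.01, the lysosome score of vehicle contralateral replicate 4 was -0.125 against 0.018 to 0.041, and the immediate early gene score of HPBCD peri-infarct replicate 5 was -0.117 against -1.09 to -0.84. The share of ambiguous read pairs in vehicle peri-infarct replicate 2 was 4.02% against 4.08% to 4.1%. Their causes were not tested.

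Single genes stood apart in 1 library of a group as well. In HPBCD contralateral replicate 3, C3 was at 2.76 CPM against 0.0499 to 0.38 CPM, and Cd5l at 8.69 CPM against at most 0.38 CPM. In vehicle contralateral replicate 3, Ccdc153 was at 9.78 CPM against at most 1.21 CPM, and Cd5l at 1.01 CPM against at most 0.11 CPM. In vehicle peri-infarct replicate 4, Nrk was at 3.34 CPM against 0.102 to 0.335 CPM, Col3a1 at 28.4 CPM against 3.08 to 7.74 CPM, and Lum at 8.67 CPM against 1.22 to 3.21 CPM. In vehicle contralateral replicate 2, Col3a1 was at 6.43 CPM against 0.715 to 2.28 CPM, and Lum at 3.76 CPM against 0.55 to 1.24 CPM. Syt2 was at 28.1 CPM in HPBCD peri-infarct replicate 5 against 17.1 to 19.2 CPM, Slc17a6 at 43.5 CPM in HPBCD contralateral replicate 2 against 31.5 to 33.8 CPM, Nwd2 at 57.2 CPM in vehicle contralateral replicate 4 against 14.6 to 25.8 CPM, and Cd109 at 4.2 CPM in vehicle peri-infarct replicate 2 against 7.72 to 9.09 CPM. The causes of these single values were not tested, and no biological explanation was tested.

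The change between regions differed between treatments for 1577 genes by the interaction test, among them Ccdc153 at 7.34, Cd109 at 3.03, Lum at 2.93, Slc17a6 at -2.0, Igfn1 at -1.91 and Plcxd2 at -1.64 on the log2 scale, and for 19 sets. The fitted Ccdc153 value rests on a group at the floor and is no measure of size. The count ranged from 529 without vehicle peri-infarct replicate 2 to 3121 without HPBCD peri-infarct replicate 2. Of 100 splits of the animals into treatments, 1, the real one, called as many genes. Technical explanations and the treatment itself are weighed with the difference between peri-infarct groups.

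Technical explanations of the gene counts were tested. After a loess trend on GC content and length was removed, 2535 of 3053 calls between regions in vehicle and 7691 of 8860 in HPBCD remained, both with the replicate block, and 3100 of 3471 calls between peri-infarct groups. After thinning to the smallest library 3293 of the 3471 remained. These values argue against GC content, gene length and depth as the whole cause. Of 100 splits of the libraries, 1, the real one, called as many genes for the regions in vehicle, and 1 of 100, again the real one, for those in HPBCD. Among the 16 splits that part all 5 pairs 1 split, the real one, called as many in each treatment. However, 16 splits cannot give a share under 0.05, so that chance cannot be told apart there. For the peri-infarct groups 2 of 100 splits called as many. The other one called 3824 genes, more than the real 3471, and exchanged vehicle peri-infarct replicate 3 for HPBCD peri-infarct replicate 2. In the contralateral region, where the real split called 0 genes (1224 at an unadjusted p-value under 0.05), 100 of 100 splits called as many by construction, so that count says nothing about chance. Of the 100 splits, 14, the real one included, had as many genes at an unadjusted p-value under 0.05, a count chosen after the real one was seen, and the other splits had 239 to 3888 (median 634). The unadjusted count is thus within what other splits give.

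Reactive astrocyte, perivascular macrophage and complement sets were higher and pan-neuronal, excitatory neuron and synaptic vesicle sets lower in HPBCD than in vehicle peri-infarct libraries, as labelled, by camera with the preset correlation and by fry. Camera alone called the lipid-laden or disease-associated microglia set (fry adjusted p = 0.0742), the inhibitory neuron set (fry adjusted p = 0.0616) and the homeostatic microglia set (fry adjusted p = 0.204). The last lost the camera threshold in 6 of the 10 fits that each left out 1 library, with an adjusted p-value of 0.0856 without vehicle peri-infarct replicate 2. Camera did not call the neurofilament set (adjusted p = 0.0789), either lymphocyte set, or the astrocyte and oligodendrocyte precursor sets. A lower share of neurons alone would raise the other cell types alike. The reactive astrocyte score rose by 1.04 more than the mean of the astrocyte, oligodendrocyte precursor and endothelial scores (exact permutation test, two-sided p = 0.0476). This argues against a lower share of neurons alone. The mean left out the myelinating oligodendrocyte and homeostatic microglia sets, which were higher by 0.70 and 0.37. With the striatum score as covariate, the reactive astrocyte difference went from 1.28 (exact p = 0.0397) to 0.97 (exact p = 0.0635), and with the score of ventricle wall and meninges to 1.56 (exact p = 0.23). More striatal tissue or more ventricle wall and meninges in the dissected piece cannot be told apart from the treatment with 5 libraries per group. The ventricle wall and meninges score itself was higher by 1.97 (exact p = 0.00794). The striatum set was higher by 0.6 with 12 of 12 members, but was not called (camera adjusted p = 0.0783, fry adjusted p = 0.361). In HPBCD-treated mice 17 of 17 ependymal and striatal markers were higher in peri-infarct than contralateral tissue. Tissue outside the cortex in the dissected piece could give this, but the count restates the pattern and is no separate test of it. In vehicle-treated mice 12 of 12 striatal (1.79, camera adjusted p = 0.00837, fry adjusted p = 0.216) and 4 of 4 ependymal markers (1.53, camera adjusted p = 0.0414, fry adjusted p = 0.0677) were higher as well. Fry called neither set. The ependymal camera call was lost in 7 of the 10 fits that each left out 1 library, with an adjusted p-value of 0.0813 without vehicle peri-infarct replicate 2. The striatal difference was lowered by vehicle contralateral replicate 1, whose striatum score was 3.62 against -1.24 to -0.7 in the other 4. Without this library the striatum interaction fell from 1.43 to 0.52. The interaction of the ependyma set was 2.69 (camera adjusted p = 0.000844, fry adjusted p = 0.012), a larger change in HPBCD.

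All 32 genes tested of the study's list for HPBCD in the peri-infarct region moved against the direction it stated. The test, scaling or filter used here is argued against as the cause, since 0 listed genes moved in the listed direction with DESeq2, limma voom, RLE or upper-quartile factors or no filter, where DESeq2 called 24 of 33 in the opposite direction. Treatment labels interchanged in both regions and a contrast taken the other way round in the list would leave the same directions between treatments. The study's count between regions, quoted above, lies near the DESeq2 count of 4014 in libraries labelled vehicle. It lies far from the 9707 in those labelled HPBCD. If the study compared regions in vehicle-treated mice without a fold minimum, this argues against labels interchanged in both regions after its analysis. An interchange in the contralateral region alone would leave the directions between peri-infarct groups as they are. For the peri-infarct region alone, the matching count would compare peri-infarct libraries labelled HPBCD with contralateral libraries labelled vehicle. That comparison was not run, so this interchange was not told apart from a contrast taken the other way round. Same-number libraries of both regions correlated with a mean r of 0.088 as labelled (one-sided permutation p = 0.0422 over 14400 pairings) and of -0.027 with the treatments crossed, but same-number peri-infarct libraries of different treatments, which are different animals, had a mean r of 0.115 (one-sided exact permutation p = 0.15), and contralateral ones of -0.015 (exact p = 0.592). Exchanged regions of single libraries are argued against, since the lowest peri-infarct reactive astrocyte score lay 0.94 above the highest contralateral one. Directions between treatments are therefore those of the deposited labels. An effect of HPBCD stays open as an untested biological explanation.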

How the results depend on the processing

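The alternatives were fixed before the data were examined, and none of the results reversed under them. The 16 sets followed by name, and the count of listed genes called in the opposite direction, were chosen after values were seen.

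With a 2-fold minimum, a subset by construction, 793 genes remained between regions in vehicle, 3240 in HPBCD, 841 between treatments in peri-infarct tissue and 591 for the interaction. With limma voom the counts were 5065 between regions in vehicle, 6012 between treatments in peri-infarct tissue and 4110 for the interaction. With DESeq2 they were 2507 for the interaction, 53 between treatments in contralateral tissue and 8 for the HPBCD infarct list. In the simulation, with 200 changed genes, 19.5% of the DESeq2 calls were false, a share that does not carry over to these counts. The causes of the voom and DESeq2 differences were not tested. Its other counts, of 4014 and 9707 between regions in vehicle and HPBCD and 4704 between treatments in peri-infarct tissue, moved by less than 1.5 times. In contralateral tissue the count was 2 with no filter on low counts (Cbln4 and Nnat, named after their values were seen) and 1 with the replicate block (Cbln4), where the main count was 0 with 1224 genes at an unadjusted p-value under 0.05. The cause was not tested.

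The replicate block gave 3053 and 8860 genes between regions in vehicle and HPBCD and 1830 for the interaction. Across treatments the number is a name only, and there the block gave 4375 genes in peri-infarct tissue and 9 calls in the HPBCD infarct list against 3. Apart from Ccdc153, whose interaction had an adjusted p-value of 0.0697, it changed no other call of a named gene. Other scaling factors moved no share of higher calls by more than 10 percentage points.

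Leaving out each library in turn gave 2000 to 3920 genes between regions in vehicle (without vehicle contralateral replicates 5 and 4), 8043 to 9382 in HPBCD, 823 to 5339 between treatments in peri-infarct tissue (without HPBCD peri-infarct replicates 3 and 2), 0 to 0 in contralateral tissue and 529 to 3121 for the interaction (without vehicle peri-infarct replicate 2 and HPBCD peri-infarct replicate 2). Of these fits, 7 of 10 moved the peri-infarct count and 12 of 20 the interaction by over 1.5 times, so neither count is firm with 5 libraries per group. The lists gave 24 to 33 calls for infarcts of young adult mice, 26 to 33 for the peri-infarct region, 0 to 0 for HPBCD in the peri-infarct region in the listed direction and 4 to 27 in the opposite one (without HPBCD peri-infarct replicate 3 and vehicle peri-infarct replicate 3), and 0 to 9 for HPBCD in infarcts (without vehicle peri-infarct replicates 2 and 3). The rho between the changes ranged from 0.383 to 0.483 and the share of opposite signs from 9.8% to 24.9%, the latter without vehicle contralateral replicate 4. With the vehicle peri-infarct libraries split the rho was 0.504.

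Camera called 79 to 91 set tests across the fits that each left out 1 library, and 82 in all, against 63 with fry. With an estimated correlation it called 0, where 11 had an unadjusted p-value under 0.05. That setting estimates the correlation of the members from the same 10 or 20 libraries, and the cause was not tested. Of 62 set results followed by name all 62 lost the threshold there, 17 did so with fry, and 8 did so in some fit without 1 library.

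Of 24 results for named genes, 4 lost the threshold in 14 fits, 10 of them without 1 library. Lcn2 had an adjusted p-value of 0.0867 with limma voom. Ccdc153 had 0.0753 with limma voom and 0.0704 without vehicle contralateral replicate 3, Lum had 0.0588 without vehicle contralateral replicate 2, and Igfn1 had 0.104 with limma voom and 0.0507 to 0.0663 in 8 fits without 1 library. DESeq2 gave no adjusted p-value for Cdr1 in HPBCD-treated mice.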

Other observations

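The fits behind the gene counts and the set tests quoted in this part were fixed before the data were examined. The other tests in this part were chosen only after the result was seen, except the one of cholesterol synthesis with the pan-neuronal score. The count of genes that differed between HPBCD and vehicle peri-infarct tissue here was 3471. That is lower than the value quoted from the study above, which came from DESeq2. The caption of the study's figure names a 2-fold change, but with that minimum 841 genes remained here, farther from the quoted value. Without it the count was 4704 with DESeq2, 6012 with limma voom, and 5339 without HPBCD peri-infarct replicate 2. The size of the gap thus depends on the test and on single libraries.

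Immediate early genes were lower in HPBCD than in vehicle contralateral libraries, with a score difference of -0.64 (exact permutation test, two-sided p = 0.0476) and 10 of 10 members lower, while fry gave an adjusted p-value of 0.0915. A lower share of neurons is argued against, since the pan-neuronal score was higher by 0.07 (exact p = 0.0714). In peri-infarct libraries the difference was -0.46 (exact p = 0.183), with 10 of 10 members lower. There camera called the set (adjusted p = 0.0202) and fry did not (adjusted p = 0.231). The camera call was lost without vehicle peri-infarct replicate 4 or 5, and without HPBCD peri-infarct replicate 1 or 2. Animals handled or collected differently and an effect of the treatment cannot be told apart, since either could shift both regions of an animal and the labels give no collection order.

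Cholesterol synthesis genes, the targets of SREBP2, were lower in HPBCD than in vehicle peri-infarct libraries by a score difference of -0.52 (exact permutation test, two-sided p = 0.00794), with 19 of 19 members lower. With the pan-neuronal score as covariate the difference was -0.28 (exact p = 0.0556). A lower share of neurons and a response of cells to the cyclodextrin cannot be told apart with 5 libraries per group.

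The change between regions in vehicle and the HPBCD change in peri-infarct tissue correlated positively across genes. The vehicle peri-infarct libraries that enter both would give a negative value, -0.462 in simulated unchanged groups, so the sharing of libraries is argued against as the cause. One hypothesis is that the libraries labelled HPBCD may hold more tissue close to the infarct, which would scale the same change up. It was not tested apart from the tissue scores above.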
